# Protective effects of the extracts of *Barringtonia racemosa* shoots against oxidative damage in HepG2 cells

**DOI:** 10.7717/peerj.1628

**Published:** 2016-01-28

**Authors:** Kin Weng Kong, Sarni Mat-Junit, Norhaniza Aminudin, Fouad Abdulrahman Hassan, Amin Ismail, Azlina Abdul Aziz

**Keywords:** Polyphenols, *Barringtonia racemosa*, HPLC-ESI-MS, Antioxidant enzymes, Lipid peroxidation, Oxidative stress

## Abstract

*Barringtonia racemosa* is a tropical plant with medicinal values. In this study, the ability of the water extracts of the leaf (BLE) and stem (BSE) from the shoots to protect HepG2 cells against oxidative damage was studied. Five major polyphenolic compounds consisting of gallic acid, ellagic acid, protocatechuic acid, quercetin and kaempferol were identified using HPLC-DAD and ESI-MS. Cell viability assay revealed that BLE and BSE were non-cytotoxic (cell viabilities >80%) at concentration less than 250 µg/ml and 500 µg/ml, respectively. BLE and BSE improved cellular antioxidant status measured by FRAP assay and protected HepG2 cells against H_2_O_2_-induced cytotoxicity. The extracts also inhibited lipid peroxidation in HepG2 cells as well as the production of reactive oxygen species. BLE and BSE could also suppress the activities of superoxide dismutase and catalase during oxidative stress. The shoots of *B. racemosa* can be an alternative bioactive ingredient in the prevention of oxidative damage.

## Introduction

Oxidative stress is attributed to physiological imbalance between the production of reactive oxygen species (ROS) and antioxidant defense capability, in favour of the former (Choi et al., 2010). It is a crucial factor that contributes to aging and multiple degenerative diseases owing to the alteration of biological molecules such as DNA, proteins and lipids (Yoshihara, Fujiwara & Suzuki, 2010). Endogenous and exogenous antioxidants are the important candidates for maintaining the oxidative balance of human physiology and diminishing the impact of ROS.

Fruits and vegetables containing phytochemicals such as polyphenols and carotenoids are good examples of exogenous antioxidants that can help in reducing oxidative stress (Alía et al., 2006a; Kong et al., 2010). Many of these bioactive compounds do not only serve as exogenous antioxidants, but also offer indirect protection via the regulation of the activities of antioxidant enzymes such as catalase, superoxide dismutase and glutathione peroxidase (Alía et al., 2006a).

*Barringtonia racemosa* (L.) Spreng is a tropical or subtropical plant belonging to the Lecythidaceae family. In Malaysia, the shoots of this wildly grown plant are usually consumed as salad, either fresh or blanched (Lim, 2012). Previous studies by our group using chemical and biological antioxidant assays demonstrated that the water extracts of *B. racemosa* shoots had excellent antioxidant properties as a result of their high amounts of polyphenols (Kong et al., 2012). The prominent polyphenolic compounds identified in the *B. racemosa* extracts were gallic acid, ellagic acid and quercetin (Kong et al., 2014). Antioxidant analyses of *B. racemosa* using cellular model has never been conducted and information obtained from such study can provide useful data particularly with regards to their ability to protect cells against oxidative damage.

Hepatocellular carcinoma cells, HepG2, are a well established cell line and a reliable model in studying the antioxidant effects of dietary compounds (Alía et al., 2006b). Phenolic acids and flavonoids from plants are metabolised by the liver after absorption, mainly, in the small intestine (Martín et al., 2008). In this study, HepG2 cells were used as a cellular model to further investigate the effects of the water extracts of *B. racemosa* on the antioxidant defense systems as well as their ability to protect the cells against oxidative damage. Data obtained will provide further evidence to support the biological action of *B. racemosa* extracts, particularly as a potent source of antioxidative agents.

## Materials and Methods

### Analytical reagents and chemicals

HPLC grade or analytical grade solvents and chemicals were purchased from the general suppliers. Polyphenolic standards used were of HPLC grade (purity >95%) including gallic acid, protocatechuic acid, ellagic acid, quercetin and kaempferol. These polyphenolic standards were purchased from Sigma-Aldrich Chemical Co. (St. Louis, MO, USA).

### Sample preparation and extraction

The shoots of *B. racemosa* were obtained from the state of Kedah, located in northern Peninsular Malaysia. The voucher specimen (KLU48175) of the sample was deposited in the Herbarium of Rimba Ilmu, University of Malaya. The shoots were separated into two parts; the leaf and the stem portions. The lyophilised samples were ground and sieved via a 1 mm mesh. Plant extraction was performed following the method of Kong et al. (2012). Briefly, 2 g of dried sample was extracted with 40 ml of water at 30°C for 24 h. Following centrifugation, the resulting supernatant was subjected to lyophilisation and re-dissolved in water to give the *B. racemosa* leaf (BLE) and stem (BSE) extracts. The extracts were passed through a sterilised 0.22 µm syringe filter before the cell culture treatments. Gallic acid standard was used for comparison in the cell-based assays, as it is one of the major polyphenols found in *B. racemosa*.

### Analysis of polyphenols in *B. racemosa* using HPLC-DAD and ESI-MS

Lyophilised extracts (10 mg) were hydrolysed in 2 ml of 1.2 N HCl containing 20 mM DETC sodium salt in a hydrolysis vial. The hydrolysis was conducted in a heating module at 90°C for 2 h. The hydrolysate was centrifuged and the supernatant filtered via 0.20 µm PTFE membrane filters prior to chromatographic analysis. Hydrolysis was performed in order to release the free polyphenols (aglycone) from the conjugated forms, hence allowing easier identification of the polyphenols in the samples. High performance liquid chromatography-diode array detector (HPLC-DAD) (Agilent 1100, Santa Clara, USA) and electrospray ionisation-mass spectrometry (ESI-MS) analyses were conducted following the method of Hassan et al. (2011). For the HPLC analyses, the stationary phase comprised of a reversed-phased Lichrospher C_18_ column (250 mm × 4 mm, i.d. 5 µm, Merck, Germany), at a temperature of 30°C. Gradient elution system was applied using 0.2% acetic acid (solvent A) and methanol (solvent B) with a flow rate of 0.8 ml/min. A linear gradient system was employed for the separation: 5–90% B in 20 min, 90% B in 5 min, 90–5% B in 5 min. The polyphenolic compounds were detected by DAD at 280 nm. Identification of polyphenolic compounds was done by comparing the retention times with that of the authentic standards.

Polyphenolic compounds detected in the extracts were further confirmed using ESI-LC-MS using an Applied TSQ Quantum Ultra-LCMS system (Thermo Fisher, USA). Both negative and positive modes electrospray ionisation (ESI±) of the mass spectrometer was applied. The capillary temperature was set at 270°C and the spray voltage was 3,500 V. The sheath/auxiliary/sweep gas was 99% pure nitrogen, and the sheath gas pressure was 30 psi with 5 psi for the auxiliary gas pressure. The injection volume was 10 µl and flush speed was 100 µl/s. The mass to charge ratio (*m*∕*z*) was obtained through the full scan mass in the range of *m*∕*z* 100–800. The identified polyphenolic compounds were confirmed by comparing the *m*∕*z* with their molecular weight and the *m*∕*z* of the authentic standards.

### Cell culture

Human hepatoma HepG2 cell line was obtained from the American Type Culture Collection (ATCC) (Manassas, VA, USA). Cells were cultivated in DMEM with 2.0 g/l sodium bicarbonate, antibiotics (100 units of penicillin/ml and 100 µg of streptomycin/ml) and 10% fetal bovine serum (FBS). Cells were maintained in a humidified atmosphere of 5% CO_2_ at 37°C.

### Cytotoxicity effects

Cell viability was measured using 3-(4,5-dimethylthiazole-2yl)-2,5-diphenyl tetrazolium bromide (MTT) assay (Mosmann, 1983). Briefly, HepG2 cells were plated at 5 × 10^3^ cells per well in 96 well plates supplemented with 100 µl DMEM growth medium. After stabilising the cells, the culture medium was replaced with 200 µl of medium containing different concentrations (0–500 µg/ml) of BLE, BSE and gallic acid. Cells were incubated for 48 h at 37°C with 5% CO_2_. After 48 h, 20 µl of MTT reagent (5 mg/ml, prepared in phosphate buffered saline, PBS) was added to the medium. The MTT reagent was removed after 4 h, and formazan crystals formed were dissolved in 100 µl of DMSO. The absorbance was read at 570 nm (Bio-Rad Model 680 microplate reader, California, USA). Inhibition of cell growth by the sample was calculated and expressed as percentage of cell viability. A non-toxic sample concentration (>90% cell viability) was selected for further analyses.

### Cellular antioxidant status

Cellular antioxidant status was determined using the ferric reducing power (FRAP) assay (Benzie & Strain, 1996). HepG2 cells were plated at 5 × 10^3^ cells per well in 100 µl DMEM in a 96 well plate. Following stabilisation, the cells were treated with 200 µl of BLE and BSE using two levels of concentrations prepared in DMEM: high concentrations (5, 10, 20 µg/ml) and low concentrations (0.5, 1, 2 µg/ml); or gallic acid: high concentrations (5, 10, 20 µM) and low concentrations (0.5, 1, 2 µM). The concentration of gallic acid was estimated based on the total polyphenolic content reported in our previous study (Kong et al., 2012). After 24 h of incubation, cells were washed 3 times with PBS and 100 µl of 25 mM Tris–HCl (pH 7.4) was added to the medium. The plate was ultrasonicated for 5 min to induce cell rupture. Freshly prepared FRAP reagent (300 mM acetate buffer, 10 mM ferric-tripyridyl triazine, 20 mM iron (III) chloride, 10:1:1) was added and incubated at 37°C for 30 min. The absorbance was read at 595 nm. Iron sulphate (FeSO_4_) at a concentration range of 0–1,000 µM was used as standard and analysed as above. Results were expressed as µM of ferrous ion (Fe^2+^).

### Cytoprotective effects

The cytoprotective effects of BLE, BSE and gallic acid were determined by a modified method of Kong et al. (2010). HepG2 cells were seeded in 96 well plates at 5 × 10^3^ cells per well. The cells were supplemented with 100 µl DMEM for 24 h at 37°C with 5% CO_2_ in a humidified atmosphere. Then, cells were pre-incubated with BLE, BSE (0–20 µg/ml) or gallic acid (0–20 µM) for 24 h. After three washes with PBS, 200 µl of H_2_O_2_ (300 µM) solution was added to induce cellular damage or cell death. After 24 h, cell viability was measured using MTT assay as previously described. Positive and negative controls included cells treated with H_2_O_2_ or medium alone, respectively. The cytoprotective effect was expressed as the percentage of viable cells following treatments.

### Analysis of cellular reactive oxygen species (ROS)

The changes of intracellular ROS levels were measured accordingly based on a modified method of Choi et al. (2010). HepG2 cells (5 × 10^3^ cells per well) were plated into 96-well plates and allowed to stabilise for 24 h before being pre-treated with BLE, BSE (0–20 µg/ml) or gallic acid (0–20 µM) for 24 h. After three washes with PBS, the cells were incubated in the dark with 100 µM 2,7-dichlorodihydrofluorescein diacetate (DCFH-DA), prepared in serum-free media, for 30 min, at 37°C. Subsequently, cells were washed twice with PBS and incubated with 1 mM H_2_O_2_ for 1 h. Fluorescence reading was taken with the excitation and emission wavelengths set at 485 nm and 530 nm (Varian Cary Eclipse Fluorescence Spectrophotometer, USA), respectively. Positive and negative controls consisted of cells treated with H_2_O_2_ but without sample treatment and cells containing medium alone, respectively. Results were expressed as relative fluorescence unit.

### Analysis of lipid peroxidation

HepG2 cells were plated at 1.5 × 10^5^ cells per well in 6 well plates and allowed to stabilise for 24 h prior to treatment with 2 ml of BLE, BSE (5–20 µg/ml) or gallic acid (5–20 µM). After incubation for 24 h, lipid peroxidation was induced with 2 ml of H_2_O_2_ (1 mM) for 1 h (Puiggròs et al., 2005). Cells were then gently washed thrice with PBS and harvested in 1.5 ml of PBS by scraping. Following centrifugation, the pellet was re-suspended in 100 µl of 25 mM Tris–HCl buffer (pH 7.4) and subjected to ultrasonication for 5 min. Protein content of the cell suspension was measured using bovine serum albumin as standard (Bradford, 1976).

The extent of lipid peroxidation was estimated by measuring levels of malondialdehyde (MDA) using the thiobarbituric acid reactive substances (TBARS) assay (Buege & Aust, 1978). Ninety microlitres of the reaction mixture was mixed with 180 µl of thiobarbituric acid (0.37%), trichloroacetic acid (15%), and hydrochloric acid (0.25 N) at a ratio of 1:1:1. The mixture was heated in a 90°C water bath for 20 min and cooled at room temperature for 10 min. Following centrifugation, absorbance of the supernatant was measured at 532 nm. Positive and negative controls consisted of cells treated with H_2_O_2_ and medium alone, respectively. A standard calibration curve was prepared from 1,1,3,3-tetraethoxypropane (TEP) (0–0.02 µmol/ml), a commercial form of MDA. Results were expressed as nmol MDA equivalents/µg protein.

### Analysis of cellular antioxidant enzyme activities

HepG2 cells (1.5 × 10^5^ cells per well) were plated into 6-well plates and stabilised for 24 h prior to treatment with 2 ml of BLE, BSE (5–20 µg/ml) or gallic acid (5–20 µM). After the treatment, the cells were subjected to induction of oxidative stress by incubating the cells for 1 h with 2 ml of H_2_O_2_ (1 mM). After the incubation, cells were washed three times with PBS and harvested by scraping. The cells were ultrasonicated for 5 min in 0.2 ml of PBS containing 25 mM Tris–HCl (pH 7.4). Protein content of the cell suspension was measured (Bradford, 1976). The cells were subsequently centrifuged and the supernatant was kept at −20°C until further analysis. Positive and negative controls consisted of cells treated with H_2_O_2_ and medium alone, respectively. Superoxide dismutase (SOD) and catalase (CAT) activities were determined using assay kits following the manufacturer’s instructions.

### Superoxide dismutase activity

SOD activity was conducted according to the manufacturer’s instructions (Cayman, USA). The capability of SOD to cause dismutation of superoxide anion radicals }{}$({\mathrm{O}}_{2}^{-\cdot })$ generated from xanthine oxidase and hypoxanthine was measured. A diluted tetrazolium salt was used as radical detector. One unit (U) of SOD is defined as the amount of enzyme needed to produce 50% dismutation of }{}${\mathrm{O}}_{2}^{-\cdot }$. The SOD activity was expressed as U/mg protein.

### Catalase activity

CAT activity was assayed according to the manufacturer’s instructions (Cayman, USA). This assay is based on the peroxidatic activity caused by CAT on the reaction between methanol and H_2_O_2_ that forms formaldehyde and water. Formaldehyde formed can be measured using 4-amino-3hydrazino-5-mercapto-1,2,4-triazole (purpald) as chromogen. One unit (U) of CAT is defined as the amount of enzyme that catalyses the formation of 1 nmol of formaldehyde per minute at 25°C. CAT activity was expressed as U/mg protein.

### Statistical analysis

All data were expressed as mean ± standard error of means (SEM) of three independent experiments. Data were statistically analysed using the SPSS statistical software version 15 (SPSS Inc, Chicago, Illinois, USA). One-way analysis of variance (ANOVA) and Fisher’s least significant difference test were used to compare means among the groups. Independent *t*-test was used for comparison between groups. The level of significance was set at *p* < 0.05.

## Results and Discussion

### HPLC-DAD and ESI-MS analyses of polyphenols in *B. racemosa*

HPLC-ESI-MS is an effective tool for identification and characterisation of polyphenolic compounds (Hassan et al., 2011). MS ionises polyphenolic compounds to their charged forms, from which their mass to charge ratios (*m*∕*z*) can be determined. HPLC analysis of the shoots of *B. racemosa* identified the presence of gallic acid, protocatechuic acid, ellagic acid, quercetin and kaempferol in BLE whereas only gallic acid, protocatechuic acid and ellagic acid were detected in BSE. The presence of these polyphenols in the plant extracts were further confirmed using ESI-MS (Figs. 1A and 1B). Figures 1C–1G shows the mass to charge ratio (*m*∕*z*) of the polyphenols detected using ESI-MS analyses. The polyphenolic compounds identified in BLE and BSE were in agreement with our previous study, analysed using ultra high performance liquid chromatography (Kong et al., 2014).

**Figure 1:**
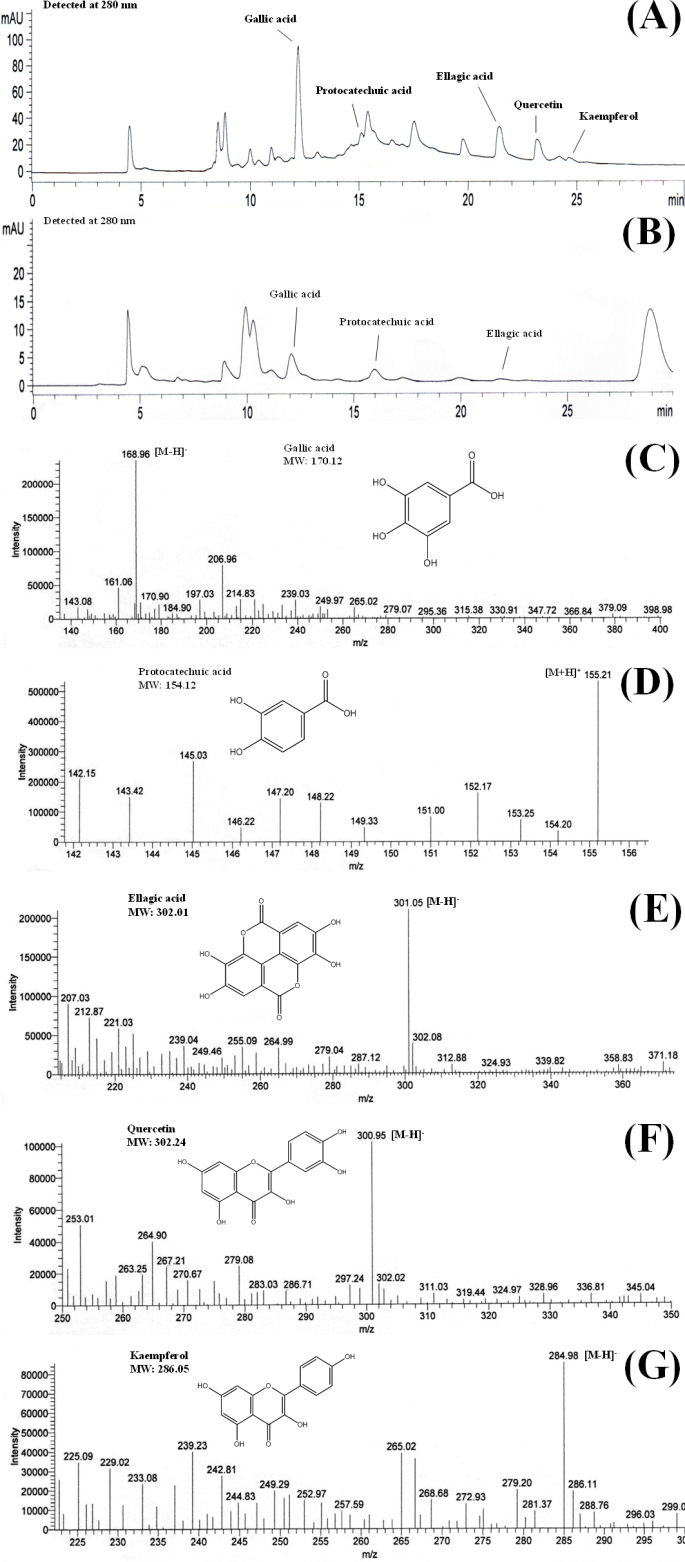
Chromatograms of (A) BLE and (B) BSE and the mass to charge ratio (*m*∕*z*) of (C) gallic acid, (D) protocatechuic acid, (E) ellagic acid, (F) quercetin and (G) kaempferol. The chromatograms were obtained from HPLC-DAD analyses while the *m*∕*z* was obtained from ESI-MS analyses. [M + H]^+^ and [M − H]^−^ are the ions of the detected compounds obtained from the negative and positive full scan modes. BLE, Leaf water extract of *B. racemosa*; BSE, Stem water extract of *B. racemosa*.

In mass spectrometry analyses, gallic acid and kaempferol were detected in ESI (−) modes, with [M−H]^−^ peak observed at *m*∕*z* 168.96 for gallic acid (Fig. 1C) and *m*∕*z* 284.98 for kaempferol (Fig. 1G). Protocatechuic acid was monitored in ESI (+) mode, with [M + H]^+^ peak observed at *m*∕*z* 155.21 (Fig. 1D). On the other hand, both ESI negative and positive modes were able to detect ellagic acid and quercetin in the samples, however ESI (−) mode was selected due to better sensitivity and lower background noise. The [M−H]^−^ peak of ellagic acid and quercetin were observed at *m*∕*z* 301.05 and 300.95, respectively (Figs. 1E and 1F). The polyphenols detected in *B. racemosa* were confirmed as they were in agreement with the *m*∕*z* of their standard and molecular weight.

### Cytotoxicity effects

Toxicity study was conducted to ascertain that the extracts were safe for the proposed treatments on the HepG2 cells. High dosage of dietary compounds could be toxic or mutagenic in cell culture system, producing adverse metabolic reactions in mammals (Alía et al., 2006a). Hence, the direct effects of BLE, BSE and gallic acid on cell viability of HepG2 cells at different dosages were investigated (Table 1).

**Table 1:** The effects of gallic acid, BLE and BSE on cell viability of HepG2 cells.

Cell viability (%)		
Treatment (μg/ml)	GA	BLE	BSE
0.00	100.00 ± 0.00	100.00 ± 0.00	100.00 ± 0.00
3.13	92.28 ± 5.65	91.98 ± 1.17	99.31 ± 0.42
6.25	66.29 ± 4.16	92.21 ± 0.70	103.07 ± 1.39
12.50	48.27 ± 5.02	93.84 ± 2.51	102.40 ± 0.61
25.00	43.11 ± 3.80	90.78 ± 2.66	106.84 ± 3.81
50.00	40.61 ± 4.86	95.19 ± 1.17	109.46 ± 5.77
100.00	43.47 ± 4.69	98.66 ± 2.06	111.44 ± 4.29
200.00	45.83 ± 4.15	94.19 ± 2.45	104.25 ± 1.84
500.00	28.92 ± 1.42	29.64 ± 0.88	83.59 ± 2.76

**Notes.**

Cells (5 × 10^3^ cells/well) were treated with gallic acid, BLE and BSE for 48 h before subjected to MTT assay. Results are expressed as means ± SEM.

BLE Leaf water extract of *B. racemosa* BSE Stem water extract of *B. racemosa* GA Gallic acid

BLE and BSE were relatively non-toxic to HepG2 cells at concentrations less than 200 µg/ml, with cell viability more than 90%. Moreover, at concentrations less than 100 µg/ml, BSE showed higher cell viability (>100%) indicating that the extract can stimulate cell growth. Indeed, previous studies have reported low toxicity of the water extracts of plants such as dandelion root and common sage on HepG2 cells (Lima et al., 2007; You et al., 2010). The cytotoxicity of plant extracts are highly dependent on their concentration, bioavailability and together with the complex interaction among the phytochemicals, may either cause cell damage or be protective against it (Yeum et al., 2004). These preliminary analyses showed that the *B. racemosa* extracts have very low toxicity and are only cytotoxic at very high concentrations (>200 µg/ml), which are not physiologically achievable.

In contrast, increasing concentrations of gallic acid was toxic to HepG2 cells whereby the concentration that inhibited 50% of cell proliferation (IC_50_) was calculated as 11.6 µg/ml or 68 µM. Pure gallic acid was cytotoxic at high concentrations and its reported pro-oxidant activities could have caused the cell death, possibly by activating the Fenton reactions, leading to generation of H_2_O_2_ (Kobayashi et al., 2004). The pro-oxidant activity of gallic acid was also reported in a study using Caco-2 human colon and F344 rat liver cells (Lee et al., 2005). However, pure gallic acid at concentration less than 4.3 µg/ml or 25 µM was non-cytotoxic, with cell viability more than 80%.

Since the plant extracts was found to be non-cytotoxic, determination of its cellular antioxidant effects was conducted using two levels of concentrations, i.e., low concentrations (0.5, 1, 2 µg/ml) and high concentrations (5, 10, 20 µg/ml). Low concentrations were used to ascertain if changes in antioxidant responses could be seen at these concentrations.

**Figure 2:**
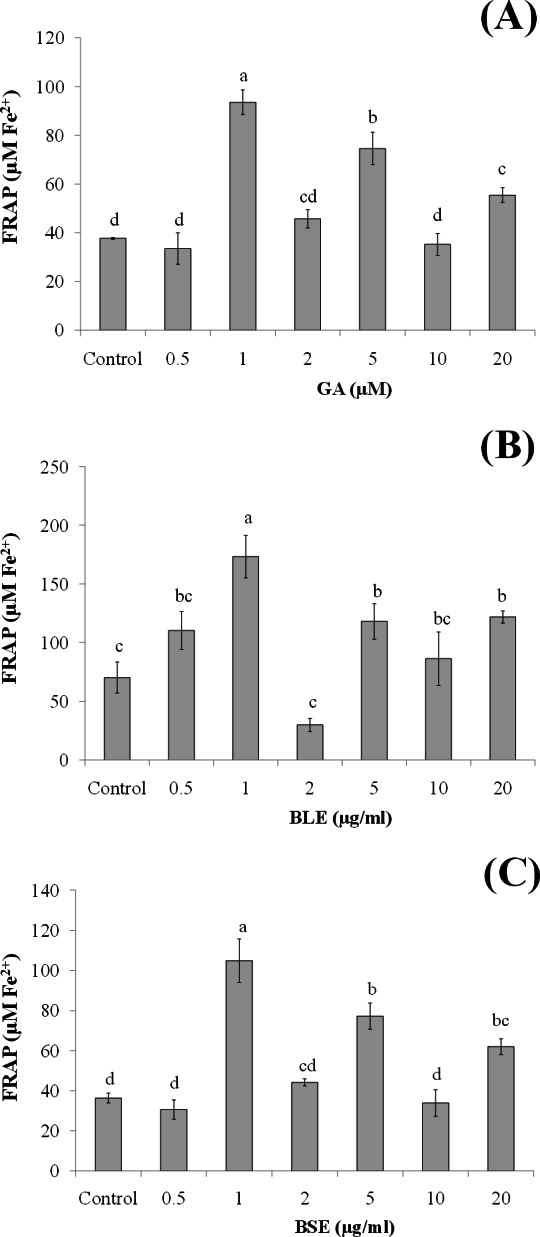
The effects of (A) gallic acid, (B) BLE and (C) BSE on antioxidant status of HepG2 cells. Cells (5 × 10^3^ cells/well) were treated with gallic acid, BLE and BSE for 24 h and cellular antioxidant status was measured using FRAP assay. Results are expressed as means ± SEM. Values with different letters are significantly different at *p* < 0.05. BLE, Leaf water extract of *B. racemosa*; BSE, Stem water extract of *B. racemosa*; GA, Gallic acid; Control, untreated cells.

### Cellular antioxidant status

The antioxidant status of HepG2 cells treated with BLE, BSE and gallic acid was measured using FRAP assay to evaluate the ferric reducing power of the cell lysate (Figs. 2A–2C). Treatment of HepG2 cells with gallic acid, BLE and BSE demonstrated increase in the antioxidant status of the cells compared to the control cells. The antioxidant activities of the treated cells did not show a dose-dependent relationship and the highest ferric reducing power was seen at a concentration of 1 µg/ml for the plant extracts and 1 µM for gallic acid. At this concentration, BLE showed a higher FRAP value than BSE and gallic acid. The presence of a variety of polyphenols in BLE as oppose to BSE could have contributed to the higher antioxidant activity. Moreover, the mixture of polyphenols in BLE as opposed to pure gallic acid alone could indicate potential synergistic effects of the polyphenols in conferring the antioxidant effects.

The plasma concentration of polyphenols is relatively low, about 0.001–6 µM, due to their extensive metabolism (Boulton, Walle & Walle, 1998; Spencer et al., 2008). In a human bioavailability study, following the oral administration of gallic acid, its plasma level increased to 2 µM (Shahrzad et al., 2001). This concentration is slightly higher than the concentrations of gallic acid (1 µM) and the plant extracts (1 µg/ml) in our study in which high antioxidant activity was observed. This indicates that physiological concentration of the plant extracts was adequate to induce antioxidant protection. Furthermore, higher concentration of plant extracts may introduce xenobiotic stress to the cells (D’Archivio et al., 2010). The improved antioxidant status of the treated-cells in this study indicated the ability of exogenous antioxidants from *B. racemosa* to protect HepG2 cells against oxidative stress.

### Cytoprotective effects

This assay was conducted to ascertain the ability of gallic acid and the plant extracts to protect the HepG2 cells against cell death following induction of oxidative damage. Treatment of HepG2 cells with gallic acid (1 and 5 µM) and BLE and BSE (1 µg/ml), significantly protected the cells against H_2_O_2_-induced oxidative damage (Figs. 3A–3C). The increased antioxidant activities at this concentration, as measured by FRAP assay could have protected the cells against oxidative damage. However, increasing the concentrations of gallic acid, BLE and BSE did not further protect the cells from H_2_O_2_-induced oxidative damage. HepG2 cells treated with antioxidant-rich extracts such as olive oil, cocoa and common sage also improved antioxidant status of the cells and protected the cells against oxidative damage, further supporting the results from this study (Goya, Mateos & Bravo, 2007; Lima et al., 2007; Martín et al., 2008).

**Figure 3:**
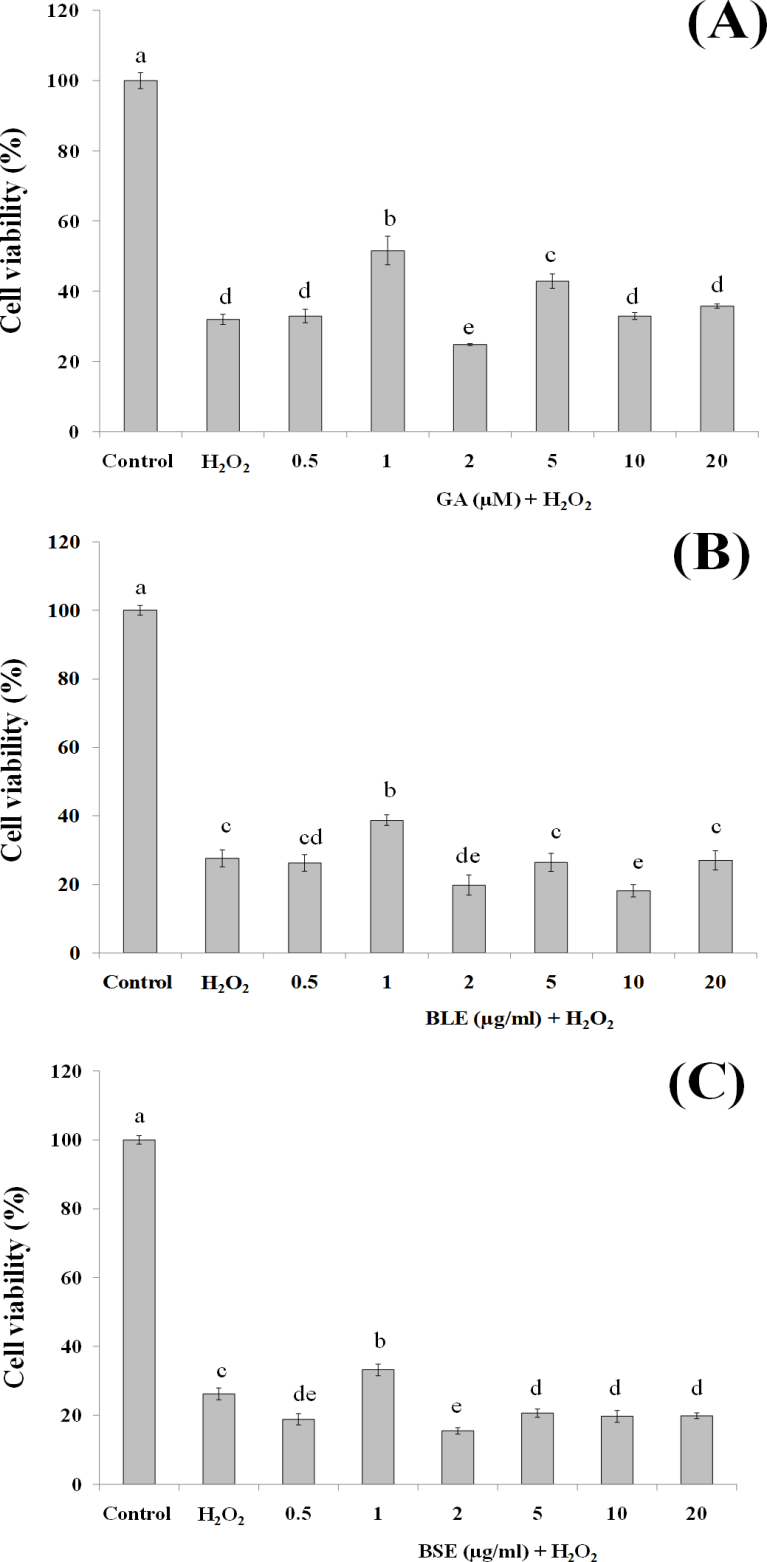
The cytoprotective effects of (A) gallic acid, (B) BLE and (C) BSE on HepG2 cells following H_2_O_2_-induced oxidative damage. Cells (5 × 10^3^ cells/well) were pre-treated with gallic acid, BLE and BSE for 24 h prior to H_2_O_2_-induced oxidative damage. Results are expressed as means ± SEM. Values with different letters are significantly different at *p* < 0.05. BLE, Leaf water extract of *B. racemosa*; BSE, Stem water extract of *B. racemosa*; GA, Gallic acid.

**Figure 4:**
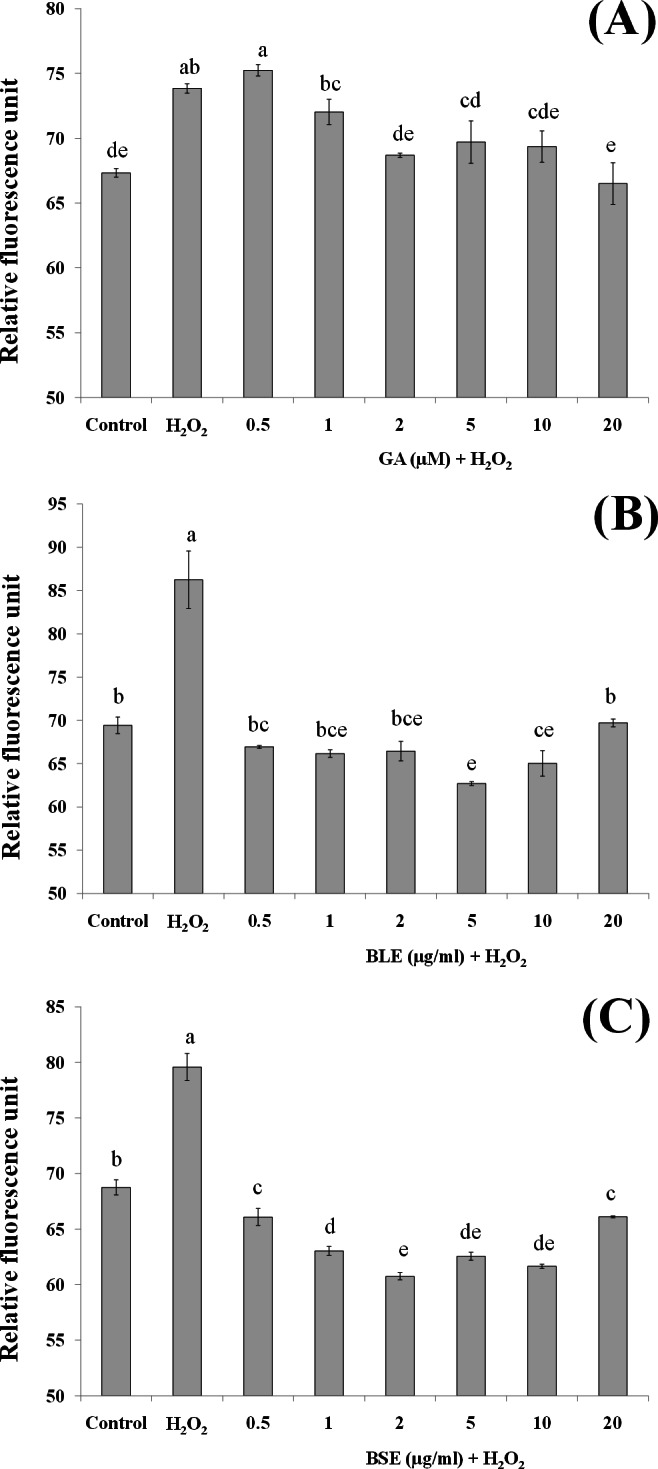
The effects of (A) gallic acid, (B) BLE and (C) BSE on ROS production of HepG2 cells following H_2_O_2_-induced oxidative damage. Cells (5 × 10^3^ cells/well) were pre-treated with the plant extracts or gallic acid for 24 h prior to H_2_O_2_-induced oxidation. ROS production was determined by measuring relative fluorescence, using DCFH-DA probe. Values with different letters are significantly different at *p* < 0.05. BLE, Leaf water extract of *B. racemosa*; BSE, Stem water extract of *B. racemosa*; GA, Gallic acid; Control, negative control; H_2_O_2_, positive control.

### Reactive oxygen species production

Measurement of ROS would give an indication on levels of oxidative stress. H_2_O_2_ was used as the source of ROS whereby H_2_O_2_ was converted to hydroxyl radicals and subsequently caused oxidation of dichlorodihydrofluorescein (DCFH) to dichlorofluorescein (DCF) complex, a fluorescent compound. In addition to hydroxyl radicals, other ROS including peroxyl radicals and lipid hydroperoxides can also contribute to formation of this fluorescent complex.

Pre-treatment of HepG2 cells with BLE and BSE prior to H_2_O_2_-induced oxidative stress gave lower fluorescent values compared to cells treated with H_2_O_2_ alone (Figs. 4B and 4C). Reduced fluorescence indicated that ROS production was reduced. Treatment of HepG2 cells with the plant extracts suppressed ROS production similar to the non-stressed cells. This implies that antioxidants in the extracts were able to inhibit ROS production and thus delay or prevent oxidative damage in the cells. In contrast to BLE and BSE, treatment of HepG2 cells with gallic acid only showed significant reduction in ROS production at concentrations above 2 µM although a reducing trend can be observed as the concentration of gallic acid increases (Fig. 4A). Gallic acid alone was not as effective as the plant extracts in reducing ROS production.

This study demonstrates the potential synergistic effect of polyphenols in *B. racemosa* extracts in reducing oxidative damage as opposed to using a single bioactive compound. The polyphenols in BLE and BSE comprise of a mixture of polar phenolic acids to semipolar flavonoids. Due to the nature of their varying polarity, these polyphenolic antioxidants are able to react at the hydrophilic and hydrophobic phases of the cells to eliminate ROS (Yeum et al., 2004). Additionally, mutual synergistic effects of different polyphenolic compounds can enhance the antioxidative effect (Dai & Mumper, 2010).

### Analysis of lipid peroxidation

Since lipids in cell membrane are prone to oxidation, the effects of BLE and BSE in protecting against lipid peroxidation were also investigated. Lipids, especially polyunsaturated fatty acids (PUFA) at the membrane are susceptible to oxidative damage by ROS, forming lipid hydroperoxides and subsequently MDA (Martín et al., 2008), the latter being a widely used biomarker for oxidative stress (Martín et al., 2010).

Figures 5A–5C shows the MDA levels of the different treatment groups. HepG2 cells treated with H_2_O_2_ alone evoked a significant increase in the MDA levels, approximately three folds higher than the negative control containing medium alone. HepG2 cells treated with gallic acid, BLE and BSE showed significant reduction (*p* < 0.05) in MDA levels compared to positive control, indicating the ability of the samples to protect the cells against H_2_O_2_-induced lipid peroxidation. Results from this analysis also showed that low concentration of gallic acid and the plant extracts were adequate to prevent lipid peroxidation and that increasing the concentration of the extracts did not necessarily lead to higher inhibition of lipid peroxidation.

**Figure 5:**
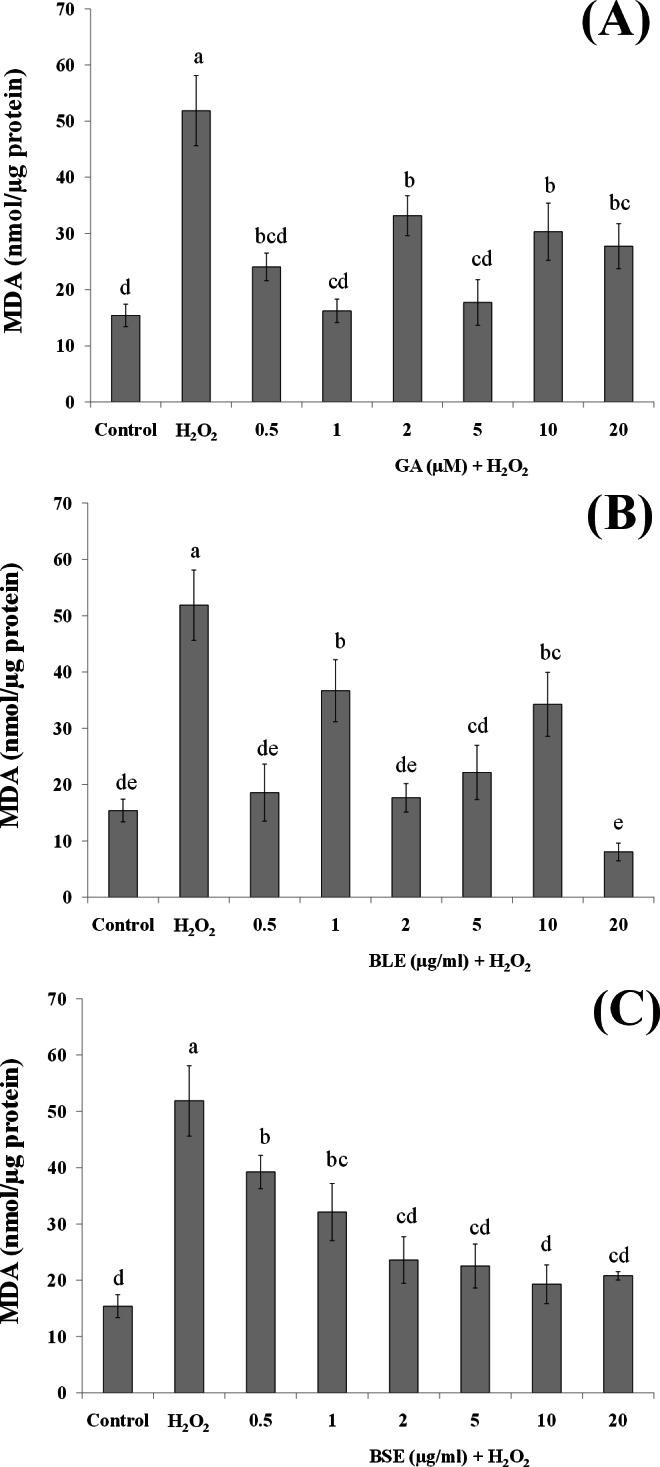
The effects of (A) gallic acid, (B) BLE and (C) BSE on lipid peroxidation of HepG2 cells following H_2_O_2_-induced oxidative damage. Cells (1.5 × 10^5^ cells/well) were pre-treated with the plant extracts or gallic acid for 24 h prior to H_2_O_2_-induced oxidation. MDA was measured by the TBARS method. Values with different letters are significantly different at *p* < 0.05. BLE, Leaf water extract of *B. racemosa*; BSE, Stem water extract of *B. racemosa*; GA: Gallic acid; Control: negative control; H_2_O_2_, positive control.

**Figure 6:**
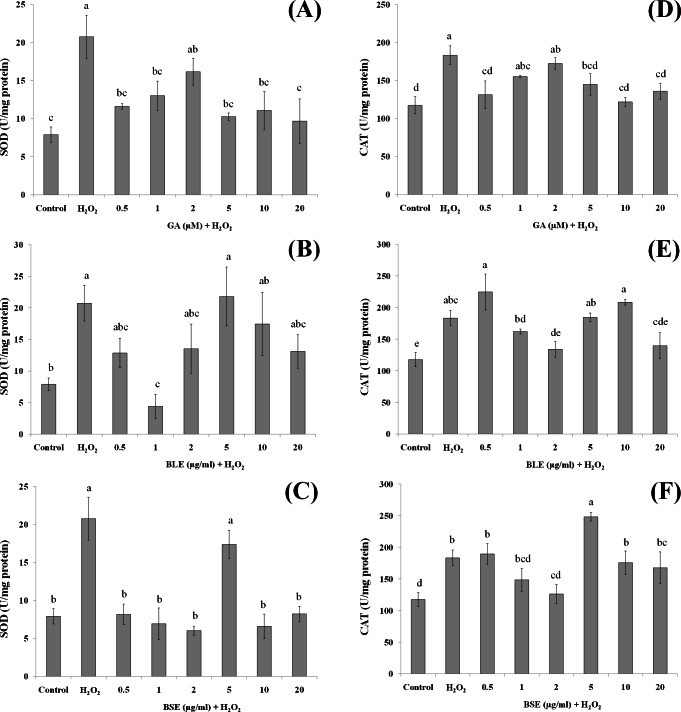
The effects of gallic acid, BLE and BSE on activities of SOD (A–C) and CAT (D–F) in HepG2 cells following H_2_O_2_-induced oxidative damage. Cells (1.5 × 10^5^ cells/well) were pre-treated with the plant extracts or gallic acid for 24 h prior to induction of oxidation with H_2_O_2_. Results are expressed as means ± SEM. Values with different letters are significantly different at *p* < 0.05. BLE, Leaf water extract of *B. racemosa*; BSE, Stem water extract of *B. racemosa*; GA, Gallic acid.

Polyphenols including gallic acid, quercetin and kaempferol that were detected in the extracts are strong scavengers of hydroxyl radicals (Carocho & Ferreira, 2013). Gallic acid was also able to protect liver cells, *in vitro*, against oxidative damage (Senevirathne et al., 2012). Previous studies reported that pre-incubation of HepG2 cells with rutin and quercetin could reduce lipid peroxidation (Alía et al., 2006b). Indeed, studies utilising polyphenolic-rich extracts such as purple sweet potato and common sage reported reduced lipid peroxidation in HepG2 cells, indicating the important roles of antioxidant polyphenols in providing protection against oxidative damage (Hwang et al., 2011; Lima et al., 2007).

### Activities of antioxidant enzymes

In addition to the direct effects of antioxidants in *B. racemosa* in scavenging ROS, bioactive compounds in the plant could protect against oxidative damage by influencing activities of antioxidant enzymes. Antioxidant enzymes play a vital role in modulating the redox balance of cells especially during oxidative stress. Changes in antioxidant enzyme activities is a fairly sensitive indicator of oxidative stress and can also be used to predict responses of antioxidants in plants (Martín et al., 2008). In this study, the activities of two major antioxidant enzymes; SOD and CAT were measured. SOD catalyses the dismutation of superoxide anion radicals }{}$({\mathrm{O}}_{2}^{-\cdot })$ to produce O_2_ and H_2_O_2_ (Pieme et al., 2010) whereas CAT catalyses the transformation of H_2_O_2_ to H_2_O (Alía et al., 2006b).

Treatment of HepG2 cells with H_2_O_2_ induced significant increase in the activities of SOD and CAT compared to control cells without H_2_O_2_-induced oxidation (Figs. 6A–6F). Pre-treatment of HepG2 cells with 1 µg/ml BLE significantly reduced SOD activity by 79%. Although the remaining concentrations showed a reduced trend in SOD activity, this was not significant. BSE on the other hand, caused significant decrease in SOD activity (60–71%) at all tested concentrations except 5 µg/ml. Gallic acid reduced SOD activity significantly by 37–53% at all concentrations except 2 µM.

Similar to SOD, positive control cells with H_2_O_2_-induced oxidation showed higher activities of CAT than negative control cells without H_2_O_2_-induced oxidation. Pre-treatment with gallic acid at 0.5 µM and 5–20 µM significantly suppressed the activities of CAT by 20–30% in cells subjected to H_2_O_2_-induced oxidation. BLE, at 2 and 20 µg/ml significantly reduced 23–26% of CAT activity whereas a 31% decrease in CAT activity was observed in cells treated with 2 µg/ml BSE.

Positive control or cells treated only with H_2_O_2_ showed elevation of SOD and CAT activities, indicating a positive response of the cells in adapting towards increased production of ROS (Martín et al., 2010). The actions of SOD and CAT are closely related, whereby SOD reacts with }{}${\mathrm{O}}_{2}^{-\cdot }$ to produce H_2_O_2_ that is subsequently reacted upon by CAT. Pre-treatment of the cells with gallic acid, BLE and BSE prior to induction of oxidative stress, led to reduced activities of SOD and CAT. Although in some instances, these reductions were not statistically significant, a reduced trend was observed. Epicatechin, quercetin and phenolic-rich cranberry powders were reported to prevent the increment of antioxidant enzyme activities during oxidative stress (Alía et al., 2006b; Martín et al., 2010; Martín et al., 2015). The ability of the *B. racemosa* extracts to regulate the activities of SOD and CAT indicate the potential of these extracts to assist the cells defense mechanism in responding towards oxidative stress.

## Conclusions

BLE and BSE at non-cytotoxic levels protected HepG2 cells against oxidative damage by acting as antioxidants, thus inhibiting ROS production and lipid peroxidation. In addition, the plant extracts also suppressed activities of the antioxidant enzymes SOD and CAT under conditions of oxidative stress. This current study indicates the potential use of the shoots of *B. racemosa* and its bioactive ingredients for the development of functional foods. Its antioxidant properties could provide the added ability to increase the antioxidant defense mechanism and to provide protection against oxidative stress-related diseases.

## Supplemental Information

10.7717/peerj.1628/supp-1 Supplemental Information 1 Raw data for treatment of plant extracts on HepG2 cells Click here for additional data file.

# Supplementary material for: Protective effects of the extracts of Barringtonia racemosa shoots against oxidative damage in HepG2 cells
**Source:** PeerJ. 2016 Jan 28;4:e1628. doi: 10.7717/peerj.1628
**Supplement:** Supplemental Information 1

**Data for Figure 2: The effects of gallic acid, BLE and BSE on cell viability (%) of HepG2 cells.**

| Treatment | GA (µg/ml)         |      | BLE (µg/ml)        |      | BSE (µg/ml)        |      |
|-----------|--------------------|------|--------------------|------|--------------------|------|
|           | Cell viability (%) | SEM  | Cell viability (%) | SEM  | Cell viability (%) | SEM  |
| 0         | 100.00             | 0.00 | 100.00             | 0.00 | 100.00             | 0.00 |
| 3.125     | 92.28              | 5.65 | 91.98              | 1.17 | 99.31              | 0.42 |
| 6.25      | 66.29              | 4.16 | 92.21              | 0.70 | 103.07             | 1.39 |
| 12.5      | 48.27              | 5.02 | 93.84              | 2.51 | 102.40             | 0.61 |
| 25        | 43.11              | 3.80 | 90.78              | 2.66 | 106.84             | 3.81 |
| 50        | 40.61              | 4.86 | 95.19              | 1.17 | 109.46             | 5.77 |
| 100       | 43.47              | 4.69 | 98.66              | 2.06 | 111.44             | 4.29 |
| 200       | 45.83              | 4.15 | 94.19              | 2.45 | 104.25             | 1.84 |
| 500       | 28.92              | 1.42 | 29.64              | 0.88 | 83.59              | 2.76 |

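The MTT assay measures the conversion of a tetrazolium salt to formazan by metabolically active cells. The values above were expressed as a percentage of untreated cells, and the row at 0 µg/ml is therefore fixed at 100% with no error of its own. Calculated from these means, viability with BLE was 1.34% to 9.22% below that of untreated cells at concentrations from 3.125 to 200 µg/ml and 70.4% below at 500 µg/ml. With BSE, viability was above that of untreated cells at 6 of the 8 concentrations. The difference was more than 2 SEM at 4 of these, and the increase was 11.4% at 100 µg/ml, where the paper's SEM was 4.29. Gallic acid gave viabilities 33.7% below untreated cells at 6.25 µg/ml and 71.1% below at 500 µg/ml. The paper gives these means in its Table 1. Gallic acid is in µg/ml in this table and in µM in the tables that follow.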

GA, gallic acid; BLE, leaf water extract of *B. racemosa*; BSE, stem water extract of *B. racemosa*; SEM, standard error of means.

**Data for Figure 3: The effects of (A) gallic acid, (B) BLE and (C) BSE on antioxidant status (FRAP value, µM Fe<sup>2+</sup>) of HepG2 cells.**

| Treatment | GA(µM)                      |      | BLE (µg/ml)                 |       | BSE (µg/ml)                 |       |
|-----------|-----------------------------|------|-----------------------------|-------|-----------------------------|-------|
|           | FRAP (µM Fe <sup>2+</sup> ) | SEM  | FRAP (µM Fe <sup>2+</sup> ) | SEM   | FRAP (µM Fe <sup>2+</sup> ) | SEM   |
| Control   | 37.67                       | 0.33 | 70.22                       | 13.28 | 32.11                       | 2.90  |
| 0.5       | 33.44                       | 6.45 | 110.33                      | 16.19 | 38.33                       | 8.74  |
| 1         | 93.56                       | 5.06 | 173.33                      | 18.08 | 108.00                      | 16.68 |
| 2         | 45.67                       | 3.79 | 29.78                       | 5.49  | 44.78                       | 5.67  |
| 5         | 74.56                       | 6.71 | 118.00                      | 15.17 | 78.22                       | 9.06  |
| 10        | 35.22                       | 4.49 | 86.33                       | 22.77 | 44.89                       | 8.35  |
| 20        | 55.44                       | 3.04 | 121.78                      | 5.15  | 62.33                       | 7.19  |

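The FRAP assay measures the reduction of ferric to ferrous ions by the lysate of treated cells, and each column above has its own untreated control. Relative to that control, the values at 1 µg/ml were 2.47 times as high with BLE and 3.36 times as high with BSE. Gallic acid at 1 µM gave 2.48 times its control. The control of the BLE column, which the paper reports as 70.2 µM Fe2+, was higher than the controls of the gallic acid and BSE columns. Of the 18 treated groups, 15 had a mean above their control and 10 of these were above it by more than 2 standard errors of the difference, calculated from both SEM. Here and beside the other tables, the line of 2 standard errors is descriptive and not a test of significance. At 2 µg/ml BLE the value was 57.6% below its control, a difference of -40.4 µM Fe2+ with a standard error of 14.4. Gallic acid at 0.5 and 10 µM gave values below the control by less than 1 standard error of the difference. These are the data of Fig. 2 of the article, since the figure numbers in this supplement are 1 higher than in the article.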

Control, untreated cells; GA, gallic acid; BLE, leaf water extract of *B. racemosa*; BSE, stem water extract of *B. racemosa*; SEM, standard error of means.

**Data for Figure 4: The cytoprotective effects of (A) gallic acid, (B) BLE and (C) BSE on HepG2 cells following H<sub>2</sub>O<sub>2</sub>-induced oxidative damage.**

| Treatment                           | GA (μM)            |      | BLE (μg/ml)        |      | BSE (μg/ml)        |      |
|-------------------------------------|--------------------|------|--------------------|------|--------------------|------|
|                                     | Cell viability (%) | SEM  | Cell viability (%) | SEM  | Cell viability (%) | SEM  |
| Control                             | 100.00             | 2.26 | 100.00             | 1.39 | 100.00             | 1.22 |
| H <sub>2</sub> O <sub>2</sub>       | 31.97              | 1.43 | 27.57              | 2.48 | 26.27              | 1.70 |
| 0.5 + H <sub>2</sub> O <sub>2</sub> | 32.90              | 1.90 | 26.21              | 2.42 | 18.89              | 1.64 |
| 1 + H <sub>2</sub> O <sub>2</sub>   | 51.59              | 4.08 | 38.71              | 1.55 | 33.22              | 1.69 |
| 2 + H <sub>2</sub> O <sub>2</sub>   | 24.78              | 0.25 | 19.76              | 2.94 | 15.51              | 0.93 |
| 5 + H <sub>2</sub> O <sub>2</sub>   | 42.87              | 2.05 | 26.39              | 2.63 | 20.67              | 1.21 |
| 10 + H <sub>2</sub> O <sub>2</sub>  | 32.93              | 0.97 | 18.08              | 1.78 | 19.74              | 1.72 |
| 20 + H <sub>2</sub> O <sub>2</sub>  | 35.74              | 0.59 | 26.98              | 2.82 | 19.91              | 0.82 |

Control, untreated cells; H<sub>2</sub>O<sub>2</sub>: positive control; GA, gallic acid; BLE, leaf water extract of *B. racemosa*; BSE, stem water extract of *B. racemosa*; SEM, standard error of means.

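Viability in this table was expressed relative to cells that received neither sample nor H2O2, while the effect of a sample is read against the cells given H2O2 alone in the same column. Against these cells, viability was 61.4% higher with 1 µM gallic acid, 40.4% higher with 1 µg/ml BLE and 26.5% higher with 1 µg/ml BSE. The differences were 19.6 percentage points with a standard error of 4.32, 11.1 with a standard error of 2.92 and 6.95 with a standard error of 2.40. With 2 µM gallic acid viability was 22.5% below that of cells given H2O2 alone, a difference of -7.19 with a standard error of 1.45, and the other 5 concentrations of gallic acid were above it. At the other 5 concentrations of each extract the mean was below that of cells given H2O2 alone. For BSE each of these 5 differences was more than 2 standard errors, and for BLE the differences at 2 and 10 µg/ml were. The values are those of Fig. 3 of the article.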

**Data for Figure 5: The effects of (A) gallic acid, (B) BLE and (C) BSE on ROS production of HepG2 cells following H<sub>2</sub>O<sub>2</sub>-induced oxidative damage.**

| Treatment                           | GA (μM) |      | BLE (μg/ml) |      | BSE (μg/ml) |      |
|-------------------------------------|---------|------|-------------|------|-------------|------|
|                                     | RFU     | SEM  | RFU         | SEM  | RFU         | SEM  |
| Control                             | 67.33   | 0.33 | 69.43       | 0.96 | 68.75       | 0.68 |
| H <sub>2</sub> O <sub>2</sub>       | 73.84   | 0.36 | 86.25       | 3.32 | 79.59       | 1.22 |
| 0.5 + H <sub>2</sub> O <sub>2</sub> | 75.25   | 0.44 | 66.94       | 0.16 | 66.09       | 0.77 |
| 1 + H <sub>2</sub> O <sub>2</sub>   | 72.03   | 0.97 | 66.15       | 0.43 | 63.03       | 0.40 |
| 2 + H <sub>2</sub> O <sub>2</sub>   | 68.68   | 0.16 | 66.45       | 1.12 | 60.75       | 0.32 |
| 5 + H <sub>2</sub> O <sub>2</sub>   | 69.70   | 1.64 | 62.69       | 0.23 | 62.55       | 0.36 |
| 10 + H <sub>2</sub> O <sub>2</sub>  | 69.36   | 1.21 | 65.02       | 1.48 | 61.64       | 0.19 |
| 20 + H <sub>2</sub> O <sub>2</sub>  | 66.50   | 1.60 | 69.71       | 0.45 | 66.10       | 0.08 |

Control, untreated cells; H<sub>2</sub>O<sub>2</sub>, positive control; GA, gallic acid; BLE, leaf water extract of *B. racemosa*; BSE, stem water extract of *B. racemosa*; SEM, standard error of means. RFU, relative fluorescence unit.

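The relative fluorescence comes from dichlorofluorescein, which forms when the probe inside the cells is oxidised. Calculated from the paper's means, H2O2 alone raised the fluorescence to 1.10, 1.24 and 1.16 times the control in the gallic acid, BLE and BSE columns. The window between control and H2O2 was therefore narrow and differed between the columns. Fluorescence with BLE was 19.2% to 27.3% below that with H2O2 alone over the 6 concentrations, and with BSE it was 16.9% to 23.7% below. Each of these 12 differences was more than 2 standard errors of the difference. With BSE the fluorescence was also below that of the control without H2O2, at 0.884 to 0.961 times its value over the 6 concentrations. With BLE it was 0.903 to 0.964 times its control from 0.5 to 10 µg/ml and 1.00 times at 20 µg/ml. Where the values lay below the control, the decrease was larger than the whole rise with H2O2 alone. It cannot then be read only as a smaller response to H2O2, and its cause was not tested. With gallic acid the value at 0.5 µM was 1.91% higher, and the largest decrease was 9.94% at 20 µM. The values are those of Fig. 4 of the article.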

**Data for Figure 6: The effects of (A) gallic acid, (B) BLE and (C) BSE on lipid peroxidation of HepG2 cells following H<sub>2</sub>O<sub>2</sub>-induced oxidative damage.**

| Treatment                           | GA (μM)              |       | BLE (μg/ml)          |       | BSE (μg/ml)          |       |
|-------------------------------------|----------------------|-------|----------------------|-------|----------------------|-------|
|                                     | MDA (nmol/g protein) | SEM   | MDA (nmol/g protein) | SEM   | MDA (nmol/g protein) | SEM   |
| Control                             | 15.39                | 3.51  | 15.39                | 3.51  | 15.39                | 3.51  |
| H <sub>2</sub> O <sub>2</sub>       | 51.86                | 10.80 | 51.86                | 10.80 | 51.86                | 10.80 |
| 0.5 + H <sub>2</sub> O <sub>2</sub> | 24.02                | 4.27  | 18.58                | 8.77  | 39.24                | 5.11  |
| 1 + H <sub>2</sub> O <sub>2</sub>   | 16.20                | 3.61  | 36.67                | 9.57  | 32.11                | 8.79  |
| 2 + H <sub>2</sub> O <sub>2</sub>   | 33.15                | 6.15  | 17.65                | 4.39  | 23.59                | 7.15  |
| 5 + H <sub>2</sub> O <sub>2</sub>   | 17.70                | 7.05  | 22.17                | 8.35  | 22.56                | 6.76  |
| 10 + H <sub>2</sub> O <sub>2</sub>  | 30.30                | 8.83  | 34.27                | 9.84  | 19.29                | 5.95  |
| 20 + H <sub>2</sub> O <sub>2</sub>  | 27.71                | 6.97  | 8.05                 | 2.74  | 20.80                | 1.26  |

Control, untreated cells; H<sub>2</sub>O<sub>2</sub>, positive control; GA, gallic acid; BLE, leaf water extract of *B. racemosa*; BSE, stem water extract of *B. racemosa*; SEM, standard error of means; MDA, malondialdehyde.

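Malondialdehyde is a product of lipid peroxidation that was measured here through its reaction with thiobarbituric acid. The control and the H2O2 group are the same in the 3 columns, and MDA with H2O2 alone was 3.37 times the control. All 18 pre-treated groups had a mean below the H2O2 group. The smallest decrease was 24.3% with 0.5 µg/ml BSE, where the difference of -12.6 had a standard error of 11.95. The largest was 84.5% with 20 µg/ml BLE, where the difference of -43.8 had a standard error of 11.1. With the errors as tabulated, 11 of the 18 differences were more than 2 standard errors. The tabulated errors are larger than the bars of Fig. 5, and if they are standard deviations of 3 experiments, these 2 standard errors become 6.90 and 6.43 and 16 of the 18 differences are more than 2 standard errors. The unit in this table is nmol per g of protein, and the article gives nmol per µg of protein. The values are those of Fig. 5 of the article.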

**Figure 7 The effects of gallic acid, BLE and BSE on activities of SOD (A-C) and CAT (D-F) in HepG2 cells following H<sub>2</sub>O<sub>2</sub>-induced oxidative damage.**

**Superoxide dismutase:**

| Treatment                           | GA (μM)            |      | BLE (μg/ml)        |      | BSE (μg/ml)        |      |
|-------------------------------------|--------------------|------|--------------------|------|--------------------|------|
|                                     | SOD (U/mg protein) | SEM  | SOD (U/mg protein) | SEM  | SOD (U/mg protein) | SEM  |
| Control                             | 7.90               | 1.01 | 7.90               | 1.01 | 7.90               | 1.01 |
| H <sub>2</sub> O <sub>2</sub>       | 20.74              | 2.83 | 20.74              | 2.83 | 20.74              | 2.83 |
| 0.5 + H <sub>2</sub> O <sub>2</sub> | 11.62              | 0.36 | 12.85              | 2.35 | 8.16               | 1.35 |
| 1 + H <sub>2</sub> O <sub>2</sub>   | 13.02              | 1.92 | 4.40               | 1.92 | 6.93               | 2.07 |
| 2 + H <sub>2</sub> O <sub>2</sub>   | 16.16              | 1.78 | 13.51              | 3.91 | 6.02               | 0.59 |
| 5 + H <sub>2</sub> O <sub>2</sub>   | 10.26              | 0.49 | 21.80              | 4.65 | 17.36              | 1.85 |
| 10 + H <sub>2</sub> O <sub>2</sub>  | 11.08              | 2.49 | 17.44              | 5.04 | 6.59               | 1.60 |
| 20 + H <sub>2</sub> O <sub>2</sub>  | 9.67               | 2.93 | 13.11              | 2.67 | 8.22               | 1.01 |

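Superoxide dismutase (SOD) converts superoxide to H2O2, and the table above gives its activity per mg of protein in the cell lysate. The control and the H2O2 group are shared by the 3 columns, and activity with H2O2 alone was 2.63 times the control. Activity was 78.8% below the H2O2 group with 1 µg/ml BLE, where the difference of -16.3 U/mg had a standard error of 3.42. Over the other 5 concentrations of BLE, the mean at 5 µg/ml was 5.11% above the H2O2 group and the others were 15.9% to 38.0% below it. BSE gave decreases of 60.4% to 71.0%, apart from 16.3% at 5 µg/ml. Gallic acid gave decreases of 37.2% to 53.4%, apart from 22.1% at 2 µM. These are the data of Fig. 6A–C of the article. From the lower SOD activities, and those of catalase, the paper reasons that the extracts may assist the defence of the cells against oxidative stress.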

Control, untreated cells; H<sub>2</sub>O<sub>2</sub>: positive control; GA, gallic acid; BLE, leaf water extract of *B. racemosa*; BSE, stem water extract of *B. racemosa*; SEM, standard error of means.

**Catalase:**

| Treatment                           | GA ( $\mu\text{M}$ )     |       | BLE ( $\mu\text{g/ml}$ ) |       | BSE ( $\mu\text{g/ml}$ ) |       |
|-------------------------------------|--------------------------|-------|--------------------------|-------|--------------------------|-------|
|                                     | CAT<br>(U/mg<br>protein) | SEM   | CAT<br>(U/mg<br>protein) | SEM   | CAT<br>(U/mg<br>protein) | SEM   |
| Control                             | 117.47                   | 11.19 | 117.47                   | 11.19 | 117.47                   | 11.19 |
| H <sub>2</sub> O <sub>2</sub>       | 183.25                   | 12.28 | 183.25                   | 12.28 | 183.25                   | 12.28 |
| 0.5 + H <sub>2</sub> O <sub>2</sub> | 131.22                   | 18.18 | 224.46                   | 28.41 | 189.34                   | 16.44 |
| 1 + H <sub>2</sub> O <sub>2</sub>   | 155.11                   | 1.47  | 162.00                   | 3.96  | 148.46                   | 18.27 |
| 2 + H <sub>2</sub> O <sub>2</sub>   | 172.36                   | 7.62  | 134.08                   | 12.45 | 126.13                   | 15.06 |
| 5 + H <sub>2</sub> O <sub>2</sub>   | 144.93                   | 14.19 | 184.33                   | 6.97  | 248.14                   | 6.66  |
| 10 + H <sub>2</sub> O <sub>2</sub>  | 121.85                   | 5.79  | 208.30                   | 4.52  | 175.69                   | 18.29 |
| 20 + H <sub>2</sub> O <sub>2</sub>  | 135.85                   | 10.53 | 139.52                   | 20.62 | 167.58                   | 25.10 |

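Catalase (CAT) breaks H2O2 down to water. Its activity with H2O2 alone was 1.56 times the control. Of the 18 pre-treated groups, 13 had a mean below the H2O2 group and 7 of these differed by more than 2 standard errors of the difference. Gallic acid gave decreases of 5.94% at 2 µM to 33.5% at 10 µM. BLE gave decreases of 26.8% at 2 µg/ml and 23.9% at 20 µg/ml, differences of -49.2 U/mg with a standard error of 17.5 and -43.7 U/mg with a standard error of 24.0. The means at 0.5, 5 and 10 µg/ml were 22.5%, 0.589% and 13.7% above the H2O2 group, by 41.2, 1.08 and 25.1 U/mg with standard errors of 31.0, 14.1 and 13.1. BSE gave a decrease of 31.2% at 2 µg/ml. At 5 µg/ml BSE the activity was 35.4% above the H2O2 group, by 64.9 U/mg with a standard error of 13.97. The same data are drawn in Fig. 6D–F of the article.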

Control, untreated cells; H<sub>2</sub>O<sub>2</sub>: positive control; GA, gallic acid; BLE, leaf water extract of *B. racemosa*; BSE, stem water extract of *B. racemosa*; SEM, standard error of means.

How the deposited data were processed for this re-analysis (not part of the article)

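The deposited array data come from HepG2, a human hepatoma cell line, and compare 3 arrays of untreated cells with 3 of cells given 50 µg/ml BLE for 24 h, without H2O2. The article does not report these arrays, and most of its own experiments gave gallic acid, BLE or BSE at lower concentrations before H2O2. Its viability test without H2O2 included 50 µg/ml BLE, for 48 h, and measured no transcript. No sentence of the article therefore has array values beside it. The passages beside the article's supplementary tables hold ratios, percentages and standard errors of differences that were calculated from the means and SEM the paper gives there, and the rest of the results stand in the closing section.

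RNA was hybridised to Affymetrix Human Gene 1.0 ST arrays. The authors deposited 1 table of log2 expression values for the 6 arrays, and the submitters' processing notes name GCOS, Partek and RMA without versions. RMA subtracts background, normalizes between arrays and summarises the probes of a transcript cluster on a log2 scale. Its options are not given in the sources used here, and the arrays as deposited do not have equal distributions. The table holds 33297 rows, of which 4468 are exactly 0 on every array. These were treated as not reported and left out, among them 169 with a single gene symbol. A table of the platform's annotation, with symbols updated through Entrez identifiers to those of GRCh38.p14, was used to name genes. Of the rows above 0, 19291 had exactly 1 symbol and were tested, 1735 had several symbols and 7803 were unnamed. The tested clusters stand for 18372 genes. Of these clusters, 630 have the same values as another tested cluster, and 27 have 1 value on all 6 arrays.

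BLE-treated and untreated arrays were compared with limma 3.58.1 in R 4.3.3 on the log2 values as deposited, with lmFit and eBayes and without a covariate. Benjamini-Hochberg adjusted p-values under 0.05 were called, and the thresholds of the series' own design, an unadjusted p under 0.05 with a change of at least 1.5 fold, were applied to the same fit. The sample labels call the replicates biological, and nothing says whether they came from separate cultures or days, so p-values measure only the spread between these samples. The precision is limited by the number of arrays. The arrays have no detection calls. As a stand-in for background, the median over olfactory receptor genes was 2.77 to 2.86 on the 6 arrays.

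Gene lists, 41 in number, were written before the data were examined, and 40 had at least 3 measured members. They were tested with camera at its preset correlation between genes of 0.01, using for each gene the cluster with the highest mean, and again with an estimated correlation and with fry. The brightness of a list was taken into account with 10000 random lists of genes within 250 ranks of its members in mean level. The genes named are the 12 with the largest increase and the 12 with the largest decrease among those past the thresholds of the series' design, since fewer than 10 genes were called, and these are said not to pass the adjustment where they do not. The enzymes the paper names (SOD1 to SOD3, CAT and GPX1 to GPX4) and up to 2 genes with the smallest p, or called genes, of a list were also named. ID1, ID3 and other genes outside this rule are marked as chosen after their values were seen.

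Both methods were tested on simulated data with the means and spreads of these arrays. Of 67 clusters changed by 1.5 fold, 31 were called among 19291 clusters, of 67 changed by 2 fold 46 and of 66 changed by 4 fold 65. 4 of the 146 calls were false. Of 40 simulated lists of 30 members, the 4 that were shifted by 1.25 fold were called and 0 of the others. The simulated arrays varied independently between genes, which the real ones need not. In the real fit HAMP and GSTA1 fell by 4.35 and 5.94 fold and were not called (adjusted p = 0.055 and 0.088 from limma). The share called at 4 fold in the simulation, where 146 clusters were called, therefore does not carry over to these arrays.

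Alternatives fixed before the data were examined were quantile normalization, centring on the median of each array, leaving out dim clusters, an intensity trend with a robust fit, array weights, the methods' analysis of variance, testing all rows, averaging the clusters of a gene, the replicate number as a block and leaving out each array in turn. Counts without BLE arrays 1 and 3 were added after the data had been seen.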

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

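These results come from arrays that the paper does not report, of HepG2 cells given 50 µg/ml BLE for 24 h and of untreated cells (3 arrays each). The tests of a handling difference, of a mislabelled array, of BMP targets and of HAMP, ID1, ID2 and ID3 after quantile normalization, and the counts without BLE arrays 1 and 3, were chosen after the results had been seen, and the comparisons with lists of like brightness were devised once the shifts were known but before their own values were. ID2, an inhibitor of DNA binding by helix-loop-helix transcription factors, fell after BLE, with a log2 value of 6.89 ± 0.15 (SD, n = 3) in untreated cells and 5.43 ± 0.08 (SD, n = 3) after BLE. Its log2 fold change was -1.46 (standard error 0.09, adjusted p = 0.042 from limma). It was the only gene called of 19291 clusters, and leaving out any 1 of the 6 arrays ended the call, while the log2 fold change stayed between -1.54 and -1.40. At an unadjusted p under 0.05 there were 746 higher and 1139 lower clusters, where chance gives 965 in all. The thresholds of the series' design were passed by 162 clusters, 52 higher and 110 lower. The split was 63 higher and 80 lower after quantile normalization, and 30 higher and 189 lower after centring on the median. Without BLE array 2 the count was 167 higher and 323 lower, and without BLE arrays 1 and 3 it was 140 higher and 55 lower. In 13.5% of clusters the groups did not overlap, where chance gives 10%.

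The 12 largest decreases and 12 largest increases past the thresholds of the series' design are given next, each with the BLE arrays outside the range of the untreated arrays. Apart from ID2, they did not pass the adjustment. GSTA1, a glutathione transferase, had a log2 fold change of -2.57 (standard error 0.23, adjusted p = 0.088 from limma), and HAMP, which encodes the iron hormone hepcidin, of -2.12 (standard error 0.16, adjusted p = 0.055 from limma). The log2 fold change was -1.26 for CYP24A1, the vitamin D hydroxylase, -1.13 for AKR1B10 and -1.07 for PTGR1, both reductases, -1.02 for SULT2A1, a sulphotransferase, and -1.01 for ADH4, an alcohol dehydrogenase. It was -1.16 for the histone gene H2BC14, -1.05 for the tRNA methyltransferase TRMT13, -1.27 for SNORA62 and -1.02 for SNORD45B. Adjusted p was 0.21 to 0.51 for these 9 genes. Among the increases, IGFBP1, which encodes a secreted binding protein of insulin-like growth factors, had a log2 fold change of 1.14 (standard error 0.10, adjusted p = 0.088 from limma). The value was 0.99 for the chemokine CXCL8, 0.83 for the early response factor EGR1, 0.93 for the glycolytic enzyme ALDOC, 0.84 for the tubulin TUBB2B, 0.83 for the microtubule protein MAP1B and 1.02 for RAB3B. It was 0.99 for 1 of 2 clusters of MROH6, 0.94 for 1 of 5 clusters of ABHD17A and 0.93 for 1 of 10 clusters of LRRFIP1, where the mean of the clusters gave 0.80, 0.25 and 0.28. It was 0.83 for the precursor of MIR194-2 and 1.30 for LINC02901, which was not above background in untreated cells at a log2 value of 2.55, so that the size of its change is not known. Adjusted p was 0.19 to 0.50 for these 11 genes. HAMP, GSTA1 and IGFBP1 passed the adjustment in some of the other settings, and PTGR1 in 1, after quantile normalization. Without untreated array 1 the log2 fold change was -0.77 for SNORA62 and 0.62 for ABHD17A, and the other 22 stayed within 1.5 times of their value when any 1 array was left out. With array 2 as the only BLE array the value was 0.31 for LINC02901, 0.23 for MROH6, 0.30 for MIR194-2, 1.67 for RAB3B, -0.76 for SNORA62, -0.56 for H2BC14 and -0.61 for SULT2A1.

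Of the 40 gene lists, 19 shifted by camera, 12 lower and 7 higher, and with an estimated correlation none did. ID2 belongs to none of these 19 lists, so no member of them was called over all genes. The mitosis list was lower (median log2 fold change -0.36, adjusted p = 9.5e-17 from camera, adjusted p = 0.24 with an estimated correlation), with 15 of 35 genes lower when adjusted over the list alone. HMMR and NUF2 in it had log2 fold changes of -0.57 and -0.49. DNA replication and S phase genes (median log2 fold change -0.27, adjusted p = 3.2e-10 from camera, adjusted p = 0.25 with an estimated correlation) included MCM4 at -0.42 and MCM3 at -0.58, with 1 of 33 genes lower when adjusted over the list alone. Ribosome biogenesis genes were also lower (median log2 fold change -0.29, adjusted p = 1.2e-10 from camera, adjusted p = 0.30 with an estimated correlation), with 7 of 27 lower when adjusted over the list alone and RRS1 at -0.58. In the NRF2 target list (median log2 fold change -0.19, adjusted p = 1.4e-06 from camera, adjusted p = 0.33 with an estimated correlation), 5 of 26 genes were lower and 1 higher when adjusted over the list alone. GCLM, a subunit of the enzyme that starts glutathione synthesis, had a log2 fold change of -0.58, and the cystine transporter SLC7A11 one of 0.78. Metallothionein and zinc export genes (median log2 fold change -0.29, adjusted p = 2.1e-05 from camera, adjusted p = 0.23 with an estimated correlation) had 5 of 10 genes lower when adjusted over the list alone, with MT1F at -0.997 and MT1X at -0.76. Heat shock proteins (median log2 fold change -0.22, adjusted p = 1.2e-05 from camera, adjusted p = 0.13 with an estimated correlation) had 3 of 16 lower by the same count, with STIP1 at -0.54. Histone genes (median log2 fold change -0.14, adjusted p = 1.3e-05 from camera, adjusted p = 0.13 with an estimated correlation) and small nucleolar and Cajal body RNAs (median log2 fold change -0.0544, adjusted p = 6.8e-05 from camera, adjusted p = 0.13 with an estimated correlation) had 0 members past the adjustment over the list alone. Over the settings fixed beforehand the medians of these 2 lists ranged from -0.26 to -0.10 and from -0.20 to -0.0343, and that of the DNA replication list from -0.33 to -0.17.

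Higher lists included hypoxia and HIF1 targets (median log2 fold change 0.16, adjusted p = 9.5e-06 from camera, adjusted p = 0.31 with an estimated correlation), of which 4 of 24 were higher when adjusted over the list alone. BNIP3L, a mitophagy receptor, had a log2 fold change of 0.79 and the glucose transporter SLC2A1 one of 0.69. Immediate early genes (median log2 fold change 0.15, adjusted p = 6.8e-05 from camera, adjusted p = 0.13 with an estimated correlation) had 2 of 27 higher by that count, with KLF6 at 0.47 beside EGR1. The median of the hypoxia list was 0.0913 without untreated array 2, and that of immediate early genes 0.0886 after centring on the median. Cholesterol synthesis and uptake genes (median log2 fold change 0.15, adjusted p = 0.0058 from camera, adjusted p = 0.36 with an estimated correlation) had 0 such members, with ACAT2 at 0.27. Glycolysis genes (median log2 fold change 0.0522, adjusted p = 0.021 from camera, adjusted p = 0.44 with an estimated correlation) had 2 of 17, with HK2 at 0.39, and ATF4 and amino acid response genes (median log2 fold change 0.0469, adjusted p = 0.039 from camera, adjusted p = 0.51 with an estimated correlation) had 3 of 30, with ASNS at 0.38. NF-kB and inflammatory genes (median log2 fold change 0.0465, adjusted p = 0.039 from camera, adjusted p = 0.44 with an estimated correlation) had 0, with RELB at 0.37. The median of the NF-kB list was 0.13 without BLE array 2. After centring each array on its median, the list medians of glycolysis, ATF4 and NF-kB genes turned to -0.0121, -0.0174 and -0.0178. Without BLE array 2 the cholesterol, glycolysis and ATF4 lists were not called, and the cholesterol list had medians of 0.0671, 0.30 and 0.0705 on the 3 BLE arrays. On BLE arrays 1, 2 and 3 the medians were 0.00959, 0.23 and -0.00355 for ATF4 genes and 0.0516, 0.17 and 0.0553 for glycolysis genes. Glycolysis and ATF4 genes were not called without untreated array 2 either. Markers of cervical and squamous cell lines were higher (median log2 fold change 0.20, adjusted p = 0.023 from camera, adjusted p = 0.37 with an estimated correlation), with KRT16 at 0.27 and KRT14 at 0.34, both at mean log2 values of 3.69 to 4.24 and with groups that overlapped. This list was not called without untreated array 2 or without BLE array 3, and its medians on the BLE arrays were 0.16, 0.00399 and 0.38. Oxidative phosphorylation (median log2 fold change -0.11, adjusted p = 6.8e-05 from camera, adjusted p = 0.47 with an estimated correlation), cytoplasmic ribosomal proteins (median log2 fold change -0.11, adjusted p = 7.0e-06 from camera, adjusted p = 0.28 with an estimated correlation), proteasome subunits (median log2 fold change -0.14, adjusted p = 6.7e-04 from camera, adjusted p = 0.44 with an estimated correlation) and peroxiredoxin, thioredoxin and glutathione enzymes (median log2 fold change -0.10, adjusted p = 0.037 from camera, adjusted p = 0.47 with an estimated correlation) were lower. The medians of these 4 lists and of the NF-kB list lay inside the middle 95% of random lists of like brightness, at percentiles of 17.2, 3.01, 23.0, 16.3 and 83.7. After quantile normalization the medians were -0.0219 for oxidative phosphorylation, -0.0203 for ribosomal proteins, -0.0218 for the proteasome and -8.5e-05 for peroxiredoxins. In that setting these 4 lists and the NF-kB list, 5 in all, were not called. The peroxiredoxin list was not called in most other settings, and the NF-kB list was not called without untreated array 1, BLE array 1 or BLE array 3. With array 2 as the only BLE array, these 5 lists and the cervical list were not called, and the medians on BLE arrays 1, 2 and 3 were -0.11, -0.00257 and -0.21 for oxidative phosphorylation, -0.0807, -0.0454 and -0.17 for ribosomal proteins, -0.21, -0.00279 and -0.16 for the proteasome and -0.19, -0.0263 and -0.0872 for peroxiredoxins. Without dim clusters, the oxidative phosphorylation, proteasome, peroxiredoxin, NF-kB and cervical lists were not called.

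Splits of the 6 arrays into 3 and 3 number 10, too few for a share under 0.05. The real split called 1 gene, the same 1 at 1.5 fold or more, and the highest of the other splits 0. At the thresholds of the series' design the real split gave 162 clusters and the highest other 95, and the lists numbered 19 and 16. Both of these came from the split that puts BLE array 2 with untreated arrays 1 and 3. That split still holds part of the treatment difference, and whether a smaller response of array 2 or other structure of the samples raised its counts was not tested. In each comparison 1 of the 10 splits, the real one, gave a count as large.

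For the lower cell cycle and ribosome biogenesis lists, the signal range of the arrays is 1 possible cause, since the span from the 10th to the 90th percentile was 3.97 and 3.96 on BLE arrays 1 and 3, 4.25 on BLE array 2 and 4.12 to 4.25 on the untreated arrays. The medians of the mitosis, DNA replication and ribosome biogenesis lists lay at percentile 0.01, the lowest that 10000 lists can give, among lists of like brightness, which argues against the range as the whole cause. Against a handling difference of BLE arrays 1 and 3, the medians of the 3 lists on BLE array 2 were -0.15, -0.12 and -0.10. With all arrays and an estimated correlation, none of the 3 lists was called (adjusted p = 0.24, 0.25 and 0.30 from camera). A handling difference was left open, since these medians rest on 1 array with a smaller shift. The gap of the mitosis list below the untreated arrays, 0.103, minus the range of the untreated medians was -0.00101. A value above 0 for each list was the bound. The bound was first worded as any gap, which all 3 lists meet, and was reworded after the values were known to the one that had been computed.

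HAMP, ID1, ID2 and ID3, of which ID1 (log2 fold change -0.89, adjusted p = 0.41 from limma) and ID3 (log2 fold change -1.005, adjusted p = 0.33 from limma) were chosen after their values were seen, are known targets of BMP signalling. After quantile normalization, HAMP and ID2 had log2 fold changes of -2.07 (standard error 0.15) and -1.34 (standard error 0.11), with adjusted p = 0.022 from limma for both. This argues against the narrower signal range as the whole cause for these 2 genes. ID1 and ID3 kept -0.81 (standard error 0.22) and -1.01 (standard error 0.17), with adjusted p = 0.34 and 0.15 from limma. These sizes argue against that cause as the whole one for ID1 and ID3 as well. They do not pass the adjustment that the bound asks for. They did not pass it before normalization either, so missing this bound does not bear on the signal range. An untreated array mislabelled as BLE array 2 would weaken the fall and not cause it. Of the 24 clusters (23 genes) with the largest changes without array 2, 17 had array 2 outside the untreated range on the BLE side. Chance gives 6. Among the 17 were GSTA1 and IGFBP1 at -2.07 and 1.07 from the untreated mean. The count goes against mislabelling but missed the bound of 18 set before the test. Correlations between arrays do not settle the label of array 2. BLE array 2 had 0.990 to 0.992 with the untreated arrays, and 0.987 and 0.986 with BLE arrays 1 and 3. However, BLE arrays 1 and 3 had only 0.987 with each other, and 0.983 to 0.987 with the untreated arrays. The correlations therefore do not group the arrays by treatment. The count alone left mislabelling open. On BLE array 2, HAMP, ID1, ID2 and ID3 lay 1.63, 0.93, 1.38 and 0.59 below the lowest untreated array. Their untreated ranges were 0.27, 0.60, 0.27 and 0.42. These values argue against a mislabelled array 2 for the 4 genes. HAMP and ID2 were also among the 24 clusters chosen without array 2. A first form of the mislabelling test used the 4 genes themselves. There array 2 lay at least 0.588 below the untreated arrays, which met its bound against a mislabelled array. This first form was replaced because those genes define the pattern. A lower BMP signal may account for the 4 genes, but the median of 6 other BMP and SMAD targets (-0.0627) lay at percentile 12.8 of lists of like brightness, between the bounds set for and against it. Of these, ATOH8, SMAD6 and ID4 were dim, with log2 values of 3.31, 3.54 and 3.72 in untreated cells. Their log2 fold changes were 0.14, 0.18 and -0.0271. The brighter SMAD7, SMAD9 and BAMBI had -0.32, -0.43 and -0.0984 (adjusted p = 0.51, 0.49 and 0.58 from limma). The median of so mixed a list does not decide.

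The NRF2 target list was lower although its member SLC7A11 was higher in value, and its median lay at percentile 0.240 of lists of like brightness, which argues against the narrower signal range as the whole cause. On BLE array 2 the list median was -0.0508, against -0.27 and -0.29 on arrays 1 and 3 and -0.0669 on the lowest untreated array, a gap of -0.0162. Without arrays 1 and 3 the list was not called, as a handling difference of these arrays would give, but 12 of its 26 genes lay below the untreated range on array 2 and 4 above it, where chance gives 6.5 on each side. GCLM and AKR1B10, at -0.63 and -1.24 from the untreated mean on array 2, and SLC7A11, at 0.97, shared the change there, so the list median does not decide and both handling and an effect of BLE stay open. By the test as first worded, on the median alone, the gap fitted a handling difference, and the condition on members was added after the values were seen.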

How the results depend on the processing

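The number of called genes was small and moved in every other setting. It was 1 as reported, and each call in every setting was at least 1.5 fold, so that both counts were equal. It was 8 after quantile normalization (ID2, HAMP, GSTA1, PTGR1, IGFBP1, TXNIP, BNIP3L and SLC7A11), 4 without dim clusters, 3 after centring on the median, 3 with array weights, 2 with an intensity trend and robust fit, 2 with the clusters of a gene averaged, 2 over all rows and 0 by the methods' analysis of variance after adjustment, which gave 1186 clusters at an unadjusted p under 0.05. TXNIP was named here after its value was seen. Leaving out any array gave 0 called genes by limma, with 954 to 3862 clusters at an unadjusted p under 0.05, and fewer arrays enter these fits. With the replicate number as a block, limma called 0 genes (1681 at an unadjusted p under 0.05) and 21 lists. The deviations of arrays with the same number correlated at -0.11, -0.18 and 0.12, so the numbers do not pair the arrays. At the thresholds of the series' design the count was 101 by the methods' analysis of variance and 250 over all rows, and 111 to 490 when 1 array was left out, the highest without BLE array 2. Without BLE arrays 1 and 3, a setting chosen after the data had been seen in which the spread of the lone BLE array is taken from the untreated arrays, the counts were 0 called genes, 195 clusters past those thresholds and 15 lists, 12 of the 19 among them. The number of shifted lists was 17 after quantile normalization, which kept 14 of the 19, 16 without dim clusters, 0 with an estimated correlation and 2 with fry (heat shock proteins and immediate early genes), and 17 to 20 when 1 array was left out. Of 98 clusters named by the rule, 97 kept their direction in the settings fixed beforehand, the exception being GPX1, which ranged from -0.44 without BLE array 1 to 0.0651 without BLE array 3. Of 20 lists, 17 did, the exceptions after median centring being ATF4 and amino acid response (-0.0174), glycolysis (-0.0121) and NF-kB genes (-0.0178). Without BLE arrays 1 and 3, GPX2 (0.0179), GPX4 (0.10), KRT16 (-0.0027) and KRT14 (-0.0292) changed sign. The cause of these changes was not tested. Genes near the level of olfactory receptor genes cannot be told from background on these arrays.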

Differences from the paper's values

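No array value has a counterpart in the paper. Percentages calculated from the paper's supplementary means were within 1.5 times of those in its text for SOD and CAT. For MDA, the column headed SEM in the supplement is larger than the error bars of the paper's figure. The H2O2 group has 10.80 in the supplement and the paper's bar is about 6.2 in Fig. 5, read by eye, and the supplement's value divided by the root of 3, the number of experiments, is 6.24.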

Other observations

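The paper measured SOD and CAT activities after H2O2 at lower BLE concentrations, while the arrays measured transcripts in cells given 50 µg/ml BLE without H2O2. In these cells the transcripts of the enzymes did not pass the test. CAT had a log2 value of 8.29 ± 0.08 (SD, n = 3) in untreated cells and 8.03 ± 0.09 (SD, n = 3) after BLE, a log2 fold change of -0.26 (standard error 0.08, adjusted p = 0.47 from limma). SOD1, the cytosolic dismutase, had a log2 fold change of -0.12, the mitochondrial SOD2 of -0.16 and the extracellular SOD3 of 0.0884, with adjusted p of 0.57, 0.58 and 0.75 from limma. Among glutathione peroxidases the values were -0.14 for GPX1, -0.18 for GPX2, -0.35 for GPX3 and -0.19 for GPX4, at adjusted p from 0.51 to 0.86. Over the settings fixed beforehand these values ranged from -0.33 to -0.15 for CAT, -0.19 to -0.0369 for SOD1, -0.23 to -0.0594 for SOD2, 0.00309 to 0.17 for SOD3, -0.44 to 0.0651 for GPX1, -0.29 to -0.0878 for GPX2, -0.46 to -0.25 for GPX3 and -0.34 to -0.0542 for GPX4. GPX1 turned positive without BLE array 3, and GPX2 and GPX4 did so without BLE arrays 1 and 3. As a list of 10 measured genes these enzymes did not shift (median log2 fold change -0.15, adjusted p = 0.11 from camera). The list median ranged from -0.21 after centring on the median to -0.0568 after quantile normalization, and was -0.00751 on BLE array 2. When adjusted over the list alone, 1 gene was higher, GPX8, whose mean of 2.76 in untreated cells was not above background, so that the size of its change is not known, and 0 were lower.

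Other lists of liver functions did not shift by camera. Drug-metabolising enzymes (median log2 fold change -0.0548, adjusted p = 0.066 from camera) had 2 of 30 genes lower when adjusted over the list alone. Plasma proteins of hepatocytes (median log2 fold change -0.0662, adjusted p = 0.29 from camera) had 0, with SERPINC1, which encodes antithrombin, at -0.65 and the thyroid hormone carrier TTR at 0.19, which were -0.41 without BLE array 3 and 0.12 after centring on the median. The list of TGF beta targets and extracellular matrix genes, which holds ID2, had a median of 0.10 and a mean of -0.0166, opposite in sign, and an adjusted p = 0.27 from camera. Its median lay above the middle 95% of random lists of like brightness, at percentile 99.94. By the adjustment over the list alone, 3 of its 29 genes were higher and 4 lower. Markers of immune cells (median log2 fold change 0.0848, adjusted p = 0.11 from camera), of fibroblasts and stellate cells (median log2 fold change 0.00927, adjusted p = 0.17 from camera) and of endothelium (median log2 fold change 0.0741, adjusted p = 0.11 from camera) did not shift.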
